# Broad Epigenetic Signature of Maternal Care in the Brain of Adult Rats

**DOI:** 10.1371/journal.pone.0014739

**Published:** 2011-02-28

**Authors:** Patrick O. McGowan, Matthew Suderman, Aya Sasaki, Tony C. T. Huang, Michael Hallett, Michael J. Meaney, Moshe Szyf

## Abstract

**Background:**

Maternal care is associated with long-term effects on behavior and epigenetic programming of the *NR3C1* (*GLUCOCORTICOID RECEPTOR*) gene in the hippocampus of both rats and humans. In the rat, these effects are reversed by cross-fostering, demonstrating that they are defined by epigenetic rather than genetic processes. However, epigenetic changes at a single gene promoter are unlikely to account for the range of outcomes and the persistent change in expression of hundreds of additional genes in adult rats in response to differences in maternal care.

**Methodology/Principal Findings:**

We examine here using high-density oligonucleotide array the state of DNA methylation, histone acetylation and gene expression in a 7 million base pair region of chromosome 18 containing the *NR3C1* gene in the hippocampus of adult rats. Natural variations in maternal care are associated with coordinate epigenetic changes spanning over a hundred kilobase pairs. The adult offspring of high compared to low maternal care mothers show epigenetic changes in promoters, exons, and gene ends associated with higher transcriptional activity across many genes within the locus examined. Other genes in this region remain unchanged, indicating a clustered yet specific and patterned response. Interestingly, the chromosomal region containing the *protocadherin-α, -β,* and *-γ* (*Pcdh*) gene families implicated in synaptogenesis show the highest differential response to maternal care.

**Conclusions/Significance:**

The results suggest for the first time that the epigenetic response to maternal care is coordinated in clusters across broad genomic areas. The data indicate that the epigenetic response to maternal care involves not only single candidate gene promoters but includes transcriptional and intragenic sequences, as well as those residing distantly from transcription start sites. These epigenetic and transcriptional profiles constitute the first tiling microarray data set exploring the relationship between epigenetic modifications and RNA expression in both protein coding and non-coding regions across a chromosomal locus in the mammalian brain.

## Introduction

The quality of parental care has a broad impact on mental health, including the risk for psychopathology [1], [2], [3], [4], [5]. Studies in the rat directly link the maternal care environment to long-term effects on neural systems that regulate stress [6], [7] emotional function[8], [9], learning and memory [10], [11], [12] and neuroplasticity [10], [13], [14], [15]. Naturally occurring variations in maternal care in the first week of life in rats are associated with changes in brain and behavior that persist until adulthood [16]. These effects are reversed by cross-fostering, [7], [9] demonstrating a causal link between maternal care and gene expression programming.

In rats and humans, there is evidence that changes in gene expression as a function of early care are at least partly regulated by epigenetic mechanisms [6], [17], [18]. In rats, variations in maternal care in the first week of life are associated with alterations in DNA methylation and H3K9 acetylation of the *NR3C1* promoter region, and gene expression of the GR1_7_ splice variant of the *NR3C1* gene in the hippocampus of adult offspring [6]. There is evidence that the expression of hundreds of additional genes in adult rats changes in response to differences in maternal care [19]. Some of these changes in gene expression can be reversed by pharmacological alterations of chromatin structure by the histone deacetylase inhibitor Trichostatin A (TSA) and the methyl donor L-methionine [19], [20]. The fact that the methyl donor L-methionine inhibits some of the genes influenced by maternal behavior supports the involvement of either DNA or histone methylation. The fact that a large number of genes are responsive to the effects of TSA and L-methionine implies that the epigenetic regulation of gene expression as a function of maternal care may be extensive. In the present study, we test this hypothesis by examining epigenetic and transcriptional changes associated with naturally occurring differences in maternal care.

We obtained hippocampal samples from the adult offspring of rat mothers that differed in the frequency of pup licking/grooming in the first week of life (i.e. High vs Low LG adult offspring) and performed an analysis of DNA methylation, H3K9 acetylation and gene expression of a contiguous 7 million base pair region of rat chromosome 18 containing the *NR3C1* gene at 100 bp spacing. To our knowledge, these epigenetic and transcriptional profiles constitute the first tiling microarray data set exploring the relationship between epigenetic modifications and RNA expression in both protein coding and non-coding regions across a chromosomal locus in the mammalian brain.

## Results

### Validation of microarray results

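DNA methylation was profiled in the hippocampus, a brain region involved in memory and in the control of stress hormones, of 3 adult offspring of High LG mothers and 3 of Low LG mothers at 90 days of age. Methylated DNA was enriched with an antibody against 5-methylcytosine, labelled with Cy5 and hybridized with Cy3-labelled input DNA to a custom Agilent tiling array of the locus around NR3C1, the gene of the glucocorticoid receptor. Each animal was hybridized to 3 arrays, which gives 18 arrays. The authors extracted the probe intensities, computed the log ratio of bound over input for each array and applied quantile normalization. The base of the logarithm is not stated in the paper's text, so differences are given here in log ratio units and not as folds. The paper's methods then describe a Bayesian convolution that draws on nearby probes. That step needs probe positions and was not repeated, and the sources used here do not state whether the values include it. The values come as 45220 numbered features that are not paired with a position or a gene, so features are named by their number and their order is not read as genomic order. The 18 arrays shared 1 distribution, with a median of 0.69 and a range from -5.85 to 11.02. High LG arrays held 42169 to 44936 values (median 44459) and Low LG arrays 41054 to 45099 (median 44284), and 2.82% of all cells were empty for a reason that is not stated. The animal was taken as the replicate, and its 3 arrays were averaged before High LG was compared with Low LG by limma. The paper's methods allow up to 2 animals from the same litter. The litters are not given in the sources used here, so the 3 animals of a group may not be independent. The test covered the 44402 features with at least 1 value in every animal. In each of the 6 animals, 2 arrays correlated at 0.782 to 0.917 over features, while the remaining array correlated with them at 0.0637 to 0.480. Arrays of different animals correlated at 0.00878 to 0.409. These correlations are across features, which are not independent replicates, and the number of animals limits the precision of every value.

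**Figure D1:**
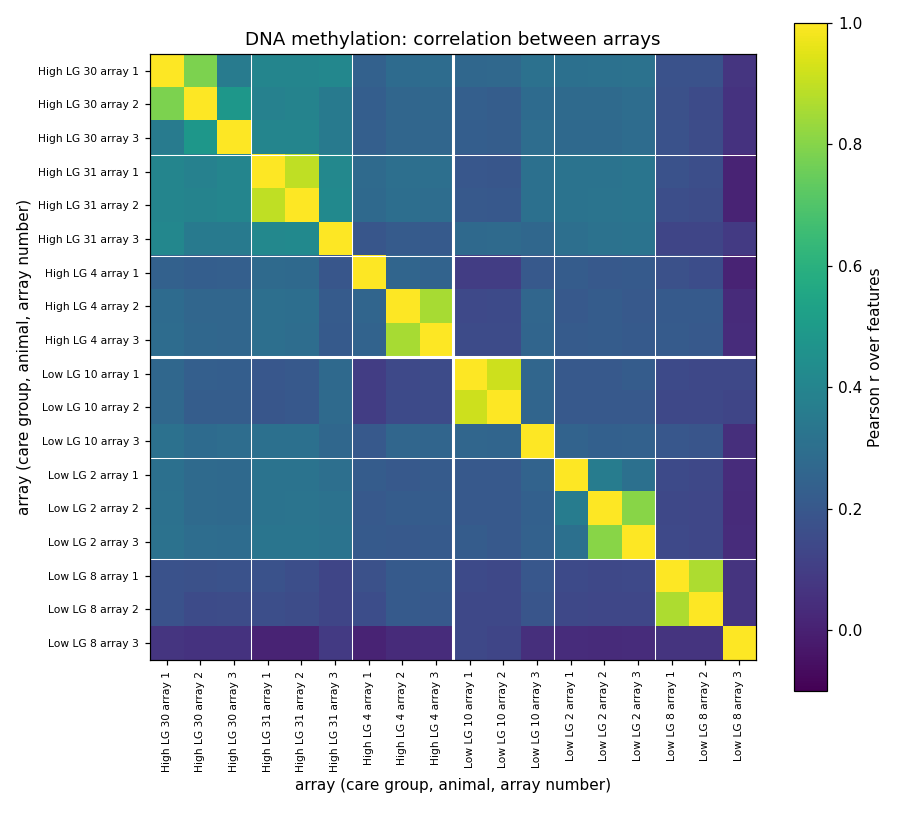
Pearson correlation over features between the 18 DNA methylation arrays, ordered by care group, animal and array number; thin lines part animals and the thick line parts High LG from Low LG. Each animal shows a bright pair of arrays and 1 more array that correlates with that pair at 0.480 or less.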

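Acetylation of histone H3 at lysine 9, a mark of active chromatin, was profiled by chromatin immunoprecipitation in the hippocampus of another 3 High LG and 3 Low LG offspring, again with 3 arrays per animal. High LG animals 110A and 110B share a number; they are 2 of the 3 animals per group that the paper's methods give, and how they are related is not given in the sources used here. The log ratios were made by the authors in the same way, from chromatin bound by an antibody against acetylated H3K9 over input. The 18 arrays shared 1 distribution with a median of 0.03 and a range from -5.70 to 3.87. At most 14 of the 45220 features were empty on an array, and all 45220 were tested. High LG arrays held 45206 to 45220 values (median 45217) and Low LG arrays 45211 to 45220 (median 45220). Arrays of 1 animal correlated at 0.486 to 0.982 over features, with a median of 0.951. Arrays of different animals had a median correlation of 0.289 within a care group and 0.358 across the care groups. Averaged over their arrays, High LG animal 110A and Low LG animal 109 correlated at 0.465, and animal 110A correlated with High LG animals 102 and 110B at 0.162 and 0.154. DNA methylation and H3K9 acetylation were measured in different animals, so the 2 marks were tested separately.

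**Figure D2:**
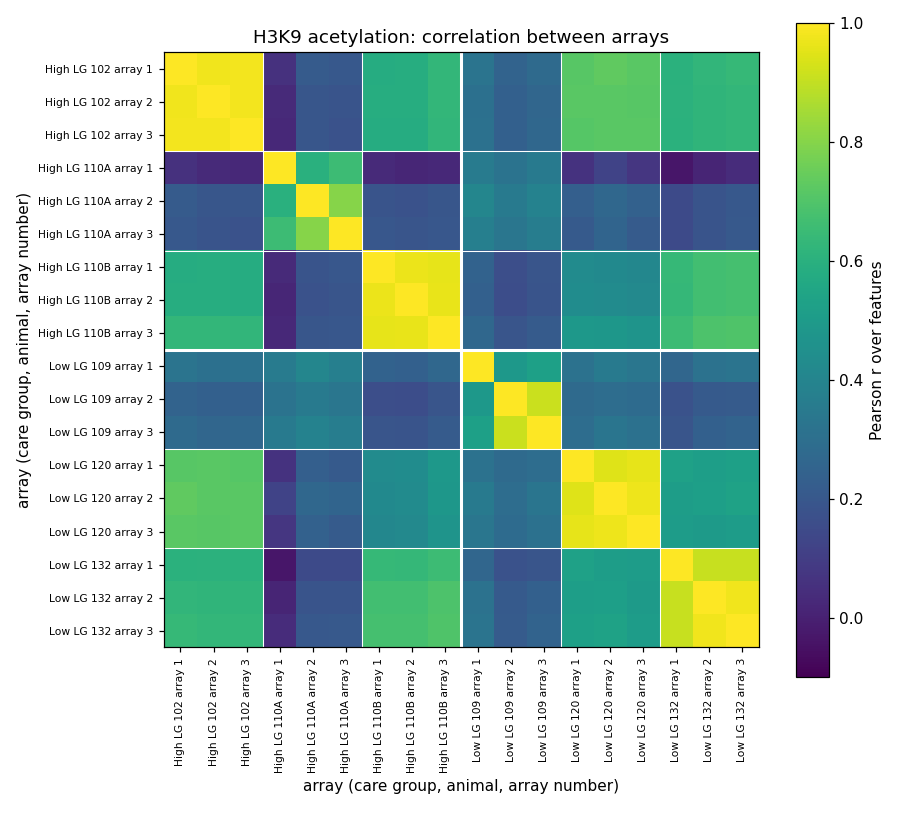
Pearson correlation over features between the 18 H3K9 acetylation arrays, ordered by care group, animal and array number; thin lines part animals and the thick line parts High LG from Low LG. Blocks of 3 arrays along the diagonal are the animals, with a median correlation of 0.951 within an animal.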

To validate signals observed on our microarray and differences between High and Low LG offspring, we quantified changes in H3K9 acetylation, DNA methylation, and transcription. H3K9 acetylation differences in 7 regions (**Fig. 1a**) and DNA methylation differences in 12 regions (**Fig. 1b**) were validated by quantitative PCR (qChIP – see **Methods** for details; [21]). Levels of DNA methylation validated by qChIP correlated significantly with levels of enrichment detected by microarray (*R* = 0.38, *P* = 0.0029 by Pearson's correlation; **Fig. S1**). DNA methylation differences were further confirmed for four genes by sequencing sodium bisulfite converted DNA (**Fig. S2**). False positives due to DNA polymorphism rather than differential methylation were ruled out for 12 regions (those validated by qChIP above) via DNA sequencing (data not shown). Of nine genes showing significant differences in gene expression between High and Low LG offspring, all were significantly more expressed among High LG offspring (**Fig. 1c**).

**Figure 1:**
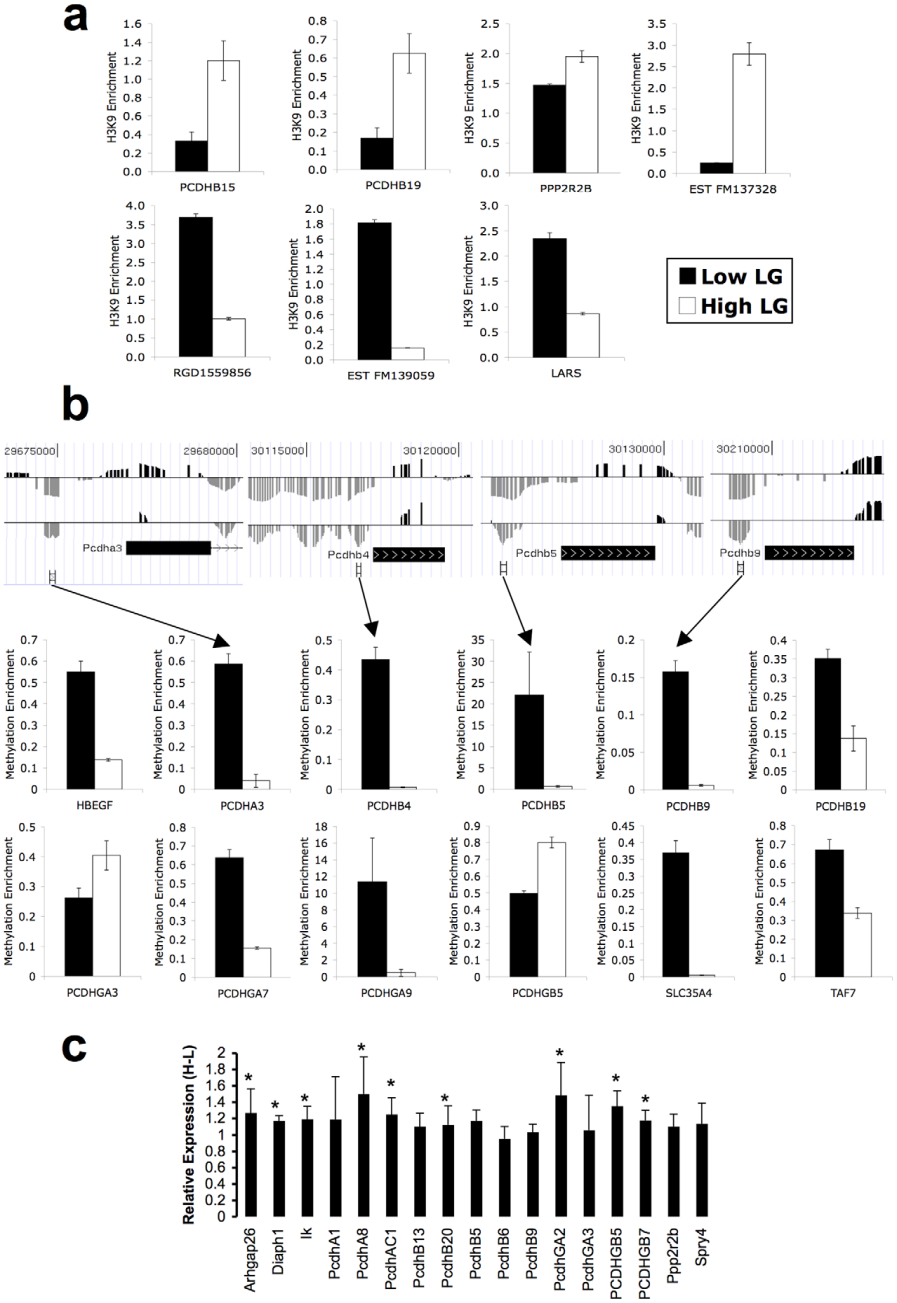
Microarray validation. (**a**) H3K9 acetylation differences between High (white bars) and Low LG (black bars) adult offspring validated by qCHIP (see **Methods**). (**b**) (upper) DNA methylation differences between High and Low LG adult offspring detected by microarray analysis (H–L), showing gene location, and region analyzed. (lower) DNA methylation differences validated in the same manner as for H3K9 acetylation. (**c**) Gene expression differences between High LG and Low LG adult offspring (* = *P*<0.05). All real-time PCR reactions were performed in triplicate and results are displayed as mean +/− SEM.

As a further method of validating our microarrays, we compared our average observed levels of transcriptional and epigenetic signals to previously described signals within specific gene elements across the entire locus profiled. To do so, we examined the absolute levels of transcription, histone acetylation and DNA methylation for all subjects combined (**Fig. S3**), and compared them to previously published relationships between levels of gene expression, DNA methylation, and histone acetylation across 5′ regulatory regions, exons, and introns. First, previous studies have indicated that much of the genome is actively transcribed [22] but that levels of transcription are generally higher within annotated exons relative to other regions. As expected, inside exons we observed significantly higher transcription than the overall levels of transcription throughout all regions in the locus (*P* = 1.47×10^−155^ by Student's T-test, *P* = 0 by Wilcoxon Rank Sum test). In contrast, we observed levels of transcription just upstream of genes (−1800 bp to transcription start site) and in intronic regions that were indistinguishable from the baseline. These data indicate that the signals observed by our microarray accurately detect known transcribed regions. Second, many previous studies in a variety of cell types have shown that active transcription is associated with low levels of DNA methylation in the 5′ ends of genes [23]. CpG islands also show lower than average levels of DNA methylation compared to other genomic regions [24]. As expected, we observed lower DNA methylation levels in 5′ gene ends (*P* = 1.34×10^−78^ by Wilcoxon Rank Sum test) and within CpG islands (*P* = 7.15×10^−200^ by Wilcoxon Rank Sum test) than the overall levels of methylation across the locus (**Fig. S3b–c**). Third, actively transcribed genes have been associated with reduced nucleosome occupancy near transcription start sites [25], [26], [27]. We similarly found lower H3K9 acetylation levels in 5′ gene ends (*P* = 9.22×10^−47^ by Wilcoxon Rank Sum test; **Fig. S3b**). Computational prediction of nucleosome density from DNA sequence [28] showed a significant correlation between nucleosome position and H3K9 acetylation levels observed by microarray (*R* = 0.2, *P* = 2.2×10^−16^ by Pearson's correlation; **Fig. S4**). These observations of lower absolute levels of DNA methylation with CpG islands and higher levels of transcription within exons associated with lower DNA methylation and H3K9 acetylation levels in 5′ gene ends indicate that our epigenetic and transcription microarray results conform to previously published data in other genomic loci.

### The pattern of the epigenetic and transcriptional response to maternal care across the *NR3C1* gene locus

A “large-scale” view of the entire locus as a whole revealed a widespread but patterned response to maternal care among High and Low LG adult offspring (High – Low; **Fig. 2**). 

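No single feature passed an adjusted p under 0.05 for either mark, so directions are given for features at an unadjusted p under 0.05 from limma. For DNA methylation, 1157 such features had a higher log ratio in High LG offspring and 1883 a lower one, so that 38.1% were higher; 5% of the features tested is 2220. For H3K9 acetylation 279 had a higher and 537 a lower log ratio, or 34.2% higher, which together is fewer than 5% of the features tested (2261). Feature 8643 had a methylation log ratio of 5.15 ± 2.42 (SD, n = 3) in High LG and 1.13 ± 0.63 (SD, n = 3) in Low LG offspring, with values on only 8 of the 18 arrays. In 4 of the 6 animals this value comes from 1 array, for High LG animal 4 from array 1, which correlated poorly with that animal's other arrays, and the 2 arrays of High LG animal 30 gave 0.71 and 4.59. Feature 8623 was 3.73 log ratio units higher in High LG offspring (standard error 0.60, adjusted p = 0.661 from limma), with values on 14 arrays. High LG animal 30 had 1 of them, the 2 arrays of High LG animal 4 gave 0.96 and 4.42, and the 3 arrays of Low LG animal 8 gave -1.10, -0.84 and 3.93, the last above the High LG mean of 3.50. Features 38890 and 36020 had methylation differences of -4.24 and -3.98 (standard errors 0.65 and 0.97), each with values on 13 arrays, and the value of Low LG animal 8 comes for both from array 3 alone. For feature 36020 the value of High LG animal 4 comes from array 1 alone. Both arrays correlated poorly with the other arrays of their animal. For feature 36020 the 3 arrays of Low LG animal 2 gave 0.03, 7.57 and 2.25. For feature 38890 array 3 of High LG animal 31 gave 1.12, above 0.71 on array 3 of Low LG animal 10. For acetylation, features 34561 and 22205 had the largest positive differences among features whose animals did not overlap between groups, at 2.03 and 1.94 (standard errors 0.51 and 0.54). Single arrays did overlap. For feature 22205 array 1 of Low LG animal 109 gave 1.99, above the High LG mean of 1.09, and its other arrays gave -0.59 and -0.56. For feature 34561 array 1 of High LG animal 110A gave -1.79, below -1.74 on array 3 of Low LG animal 132. Features 21451 and 40607 had differences of -2.34 and -2.23 (standard errors 0.53 and 0.46, adjusted p = 1.00 from limma for both). These 8 features are not paired with genes here. Of the 1883 methylation features at an unadjusted p under 0.05 that were lower in High LG offspring, 570 belonged to groups of features. These groups were linked by like profiles over the animals of both marks. What these features are is not known here, and without such groups the split was 1191 higher and 1341 lower. The direction split also depended on the statistic: with a plain t statistic in place of limma's moderated one, 54.5% of methylation and 50.0% of acetylation features at this threshold were higher in High LG offspring. With all arrays entered and the animal as a random block, the shares were 55.8% and 41.1%.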

We observed peaks and valleys of H3K9 acetylation and DNA methylation levels throughout a number of regions, suggesting a widespread epigenomic response to variations in maternal care. 

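The DNA methylation difference between High and Low LG offspring had a median of 0.06 log ratio units and an SD of 0.69 over features, and 60.6% of features differed by less than 0.5. Only 1.01% differed by more than 2, of which 164 were higher and 285 lower in High LG offspring. The H3K9 acetylation difference had a median of 0.03 and an SD of 0.45, with 75.3% of features below 0.5 and 11 features beyond 2. The median SD between animals of 1 care group was 0.61 for methylation and 0.59 for acetylation. The difference was smaller than this within-group SD of the same feature at 67.2% of features for methylation and at 79.3% for acetylation, where 71.2% would lie there for 3 animals against 3 with normal values and no change. The largest groups of features with like profiles, of 458, 355 and 213 features, had median methylation differences of -0.71, -1.76 and -1.63 log ratio units. Their members ranged from -1.41 to -0.09, from -2.09 to -1.39 and from -1.83 to -1.02, so those of the largest group varied most. Whether large differences lie in clusters along the chromosome was not analysed here, since the features carry no positions.

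**Figure D3:**
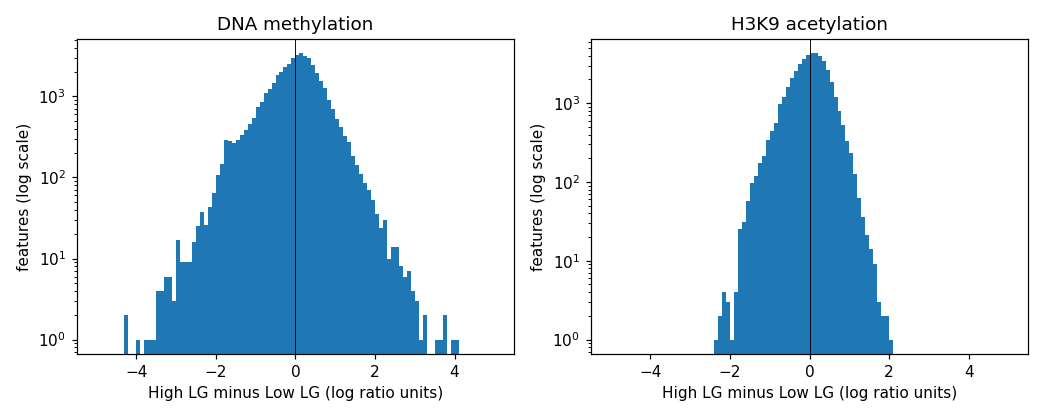
Number of features (log scale) by the High LG minus Low LG difference in log ratio units, in bins of equal width, for DNA methylation (left) and H3K9 acetylation (right), each the mean of 3 animals minus the mean of 3 animals. The outer percentiles (the lowest and highest 1% of features lie beyond them) are -1.86 and 1.63 for methylation and -1.23 and 1.02 for acetylation.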

The response to maternal care is not evenly distributed, with many sequences showing little or no response and clustered regions showing enhanced responses. In total, we found significant differential DNA methylation in 1413 probes and significant differences in H3K9 acetylation in 713 probes out of 44000 probes covering the region. 

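Of the 44402 features tested for DNA methylation, 3040 (6.85%) had an unadjusted p under 0.05 in limma. This is beside 2220 for 5% of the features and 2490 in data simulated with no change and with independent features. When the same 6 animals were split in the 9 other ways, the counts were 1656 to 3716. In the real split none passed at an adjusted p under 0.05, and the smallest adjusted p was 0.661. Of the 45220 features tested for H3K9 acetylation, 816 (1.80%) had an unadjusted p under 0.05, and none passed after adjustment. This is beside 2261 for 5% of the features, 2420 in data simulated in the same way and 609 to 6213 in the other splits. At an unadjusted p under 0.01 the counts were 535 for methylation, where 1% of the features is 444, and 82 for acetylation, where it is 452. The 3 High LG animals did not overlap with the 3 Low LG animals at 5658 methylation features (12.7%) and at 2769 acetylation features (6.12%), and chance gives 10%. Without the groups of features with like profiles, the unadjusted counts were 2532 of 42629 for methylation and 865 of 43447 for acetylation. None of these passed after adjustment. A plain t statistic gave 3128 methylation and 1260 acetylation features at the unadjusted threshold, and all arrays with the animal as a random block gave 3596 and 1448. Neither gave any after adjustment. If the 9 arrays per group were taken as independent samples, 437 methylation and 1740 acetylation features passed the adjusted threshold, but these arrays are repeats of 3 animals. The acetylation count at the unadjusted threshold was 1251 without High LG animal 102 and 1387 without High LG animal 110A. From the differences along the locus (Fig. 2), the paper proposes that some but not all regions respond epigenetically to maternal care, within genes and between them.

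**Figure D4:**
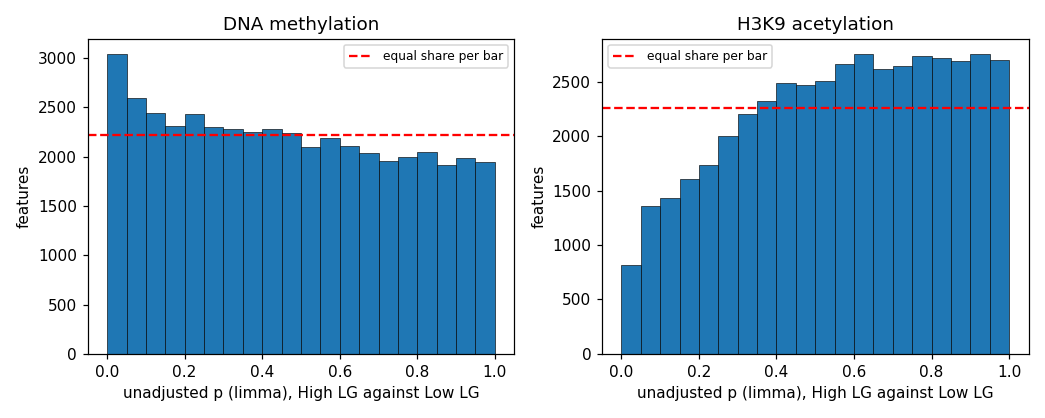
Number of features by unadjusted limma p for High LG against Low LG offspring, in bars of width 0.05, for DNA methylation (left) and H3K9 acetylation (right); the dashed line is the height each bar would have if all p were equally frequent. The first bar holds 3040 methylation and 816 acetylation features.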

Variations in epigenetic signaling across the locus appear within annotated genic regions (e.g., **Fig. 2** – see blue highlight), and also in regions where no gene is annotated (e.g., **Fig. 2** – see orange highlight). Transcriptional differences are similarly widespread (**Fig. 2** – see expression track). These results suggest that some but not all regions are associated with changes in epigenetic signaling associated with differences in maternal care, with broad epigenetic changes apparent within both genic and inter-genic areas.

**Figure 2:**
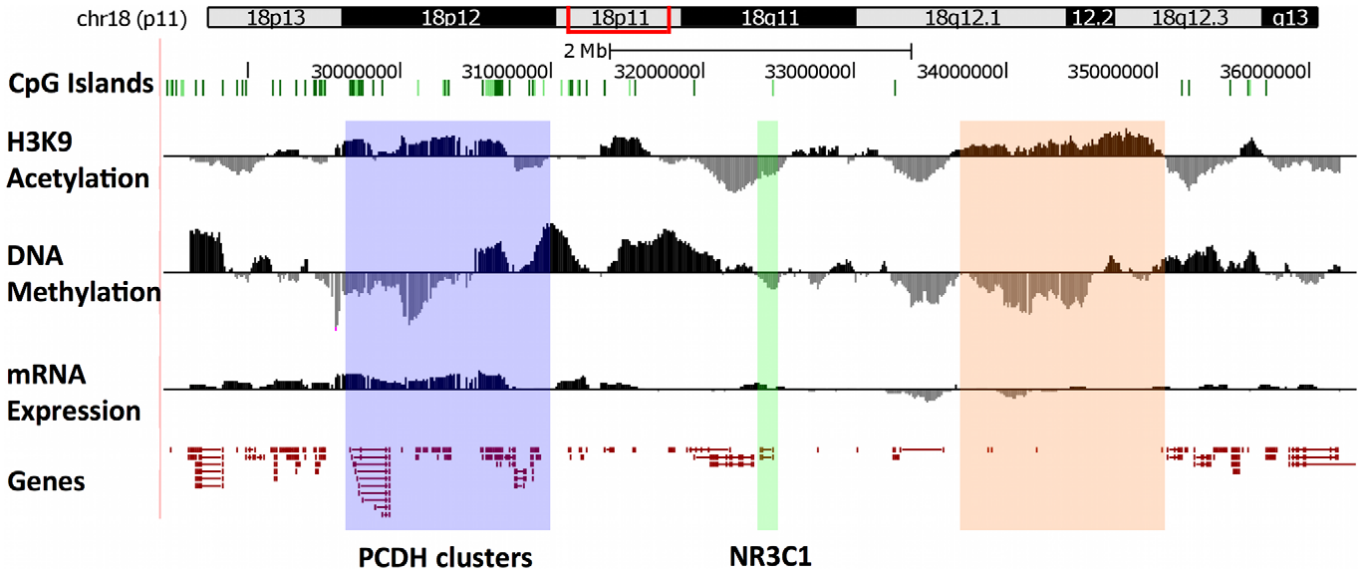
The pattern of H3K9 acetylation, DNA methylation, and gene expression among High and Low LG adult offspring across ∼7MB of chromosome 18. Tracks show CpG Islands, differences in H3K9 acetylation, DNA methylation and gene expression between High (black) and Low LG (grey) adult offspring (H–L) and the locations of known genes (red) across the chromosomal locus (see **Methods S1**). Highlighted regions show the location of the *NR3C1* gene (green), Protocadherin gene clusters (blue) and a large mainly intergenic region (orange).

### Localization of broad epigenetic changes to gene regulatory and transcriptional elements

To index broad epigenetic changes observed across the locus, we defined a Regional Difference in DNA methylation and a Regional Difference H3K9 acetylation (RDme and RDac, respectively) as a statistically significant difference between High LG and Low LG offspring of at least 1000 bp containing at least one statistically significant probe per 1000 bp (see **Methods S1** for details). Across the entire locus, we identified 723 RDme of which 373 are significantly hypermethylated and 350 are hypomethylated in High relative to Low LG offspring. We similarly identified 471 RDac of which 204 are hyperacetylated and 267 are hypoacetylated. We found that these broad epigenetic differences associated with maternal care are significantly co-localized within the locus, and were positively correlated at distances over 100 Kb (**Fig. 3a**). The data suggest that clustering of differentially methylated and acetylated regions is not exclusive to pathological responses under extreme selection as is the case in cancer but includes epigenetic responses to natural variations in maternal care, and may be characteristic of naturally occurring epigenetic responses.

**Figure 3:**
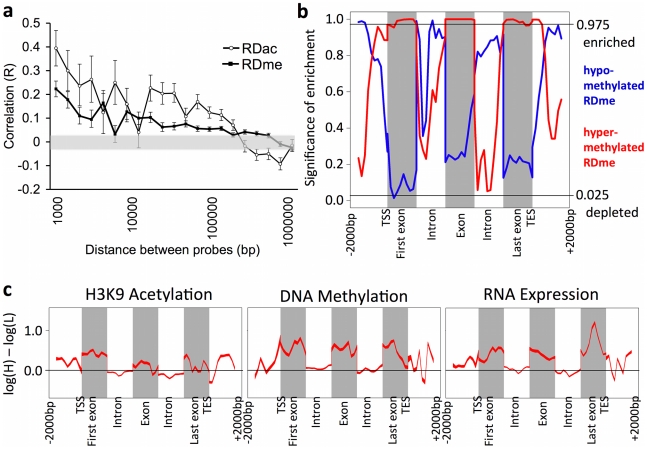
Regional variations in differences in histone acetylation, DNA methyation and gene expression between High and Low LG adult offspring. (**a**) The Pearson correlation of DNA methylation and H3K9 acetylation differences between the High and Low LG adult offspring for pairs of probes located at varying distances from each other. Error bars show 95% confidence intervals for the correlation values. Grey highlight shows the 95% confidence interval for correlations obtained from randomly selected probe pairs. (**b**) Enrichment of RDme (Regional Differences in DNA methylation) between High and Low LG adult offspring across all genes from the 5′ region to the 3′ region. Enrichment is quantified as increased frequency of RDme in a given gene region (number of RDme/bp). Significance is the quantile of this enrichment with respect to the distribution of randomly positioned RDme. A quantile above 0.975 indicates significant enrichment, and a quantile below 0.025 indicates significant depletion at the *P* = 0.05 level. Quantiles of hyperacetylated RDac/hypermethylated RDme in High compared to Low LG offspring (red) and quantiles of hypoacetylated RDac/hypomethylated RDme (blue) are shown. (**c**) Mean differences across all probes in DNA methylation, H3K9 acetylation and RNA expression levels between High LG and Low LG adult offspring are shown across all genes from the 5′ region to the 3′ region, with significant differences indicated by non-zero values. Line thickness denotes SEM.

We next examined the localization of broad differences in H3K9 acetylation, DNA methylation (i.e., RDac and RDme) and transcription with respect to the physical anatomy of genes within the locus. Gene regulatory elements, including transcription start sites, 5′ and 3′ gene ends, and CpG islands are typical regions of interest in studies of gene regulation by epigenetic mechanisms. We found no evidence of a relationship between CpG density and the presence of RDme (*P* = 0.53 by Wilcoxon rank sum test), indicating there is no difference between CpG islands and other regions with respect to the presence of RDme. RDme/ac overlapped the transcription start sites of some but not all genes, indicating specificity in epigenetic signaling within the locus. Seventy-seven transcription start sites in 69 genes contain RDme while 127 transcript start sites in 94 genes do not contain RDme. Similarly, 37 transcription start sites in 32 genes contain RDac while 167 transcription start sites in 131 genes do not contain RDac. There was a significant enrichment of hyperacetylated RDac (regions in which the high maternal care group has higher acetylation levels) inside exons, particularly the first and last exons (*P* = 0.0014 and *P* = 0.0088, respectively; permutation test), and a significant depletion of hypoacetylated RDac inside the first and last exons (*P* = 0.0002 and *P* = 0.19, respectively; permutation test). RDac are relatively depleted in the 5′ and 3′ ends of genes (*P* = 0.02 by permutation test), likely reflecting the aforementioned depletion of nucleosomes at these sites in actively transcribed genes. In contrast, RDme co-localize in regulatory elements, particularly in the 5′ and 3′ ends of genes (*P* = 0.0032 by permutation test). Hypermethylated RDme (regions that are more methylated in the high maternal group than in the low maternal care group) are significantly enriched inside both the first and last exons of genes (*P* = 0.0008 and *P* = 0.004, respectively; permutation test) whereas hypomethylated RDme are significantly depleted inside the first exon (*P* = 0.0022; permutation test; **Fig. 3b** – red for hypermethylated RDme and blue for hypomethylated RDme). In addition, we observed an enrichment of hypomethylated RDme upstream of the TSS (*P* = 0.02; **Fig. 3b** – blue line). These data showing an enrichment of hyperacetylated RDac and hypermethylated RDme within exons and an enrichment of hypomethylated RDme in regulatory elements are consistent with previous data in cancer cells showing high exonic H3K9 acetylation [25], [26], [27] and DNA methylation [29] and low promoter DNA methylation associated with actively transcribed genes.

Next, we performed an analysis of probe-level changes in epigenetic and transcriptional signaling as an alternative method to compare to previous studies in cancer. We compared probe-level differences in H3K9 acetylation, DNA methylation, and RNA transcription to (1) identify whether our data show a similar correspondence between higher levels of transcription observed in the High LG offspring and epigenetic changes we expect based on studies in cancer cells and (2) examine whether the observed patterns at the level of individual probes are indicative of our analyses of RDme and RDac. **Figure** **3c** shows differences in H3K9 acetylation, DNA methylation, and RNA expression, with non-zero values indicating significant differences between High and Low LG offspring and line thickness denoting the standard error of the mean. In agreement with previous studies in cancer and the analyses of RDac/me above, H3K9 acetylation levels are significantly higher inside exons of the High LG offspring compared to the Low LG offspring, particularly the first and last exons (**Fig. 3c** – left panel). DNA methylation differences between the groups are, on average, significantly higher within exons among High LG offspring compared to Low LG offspring (**Fig. 3c** – middle panel). Expression differences inside exons indicate that High LG offspring show, on average, significantly higher RNA expression within annotated genes among High LG offspring compared to Low LG offspring (**Fig. 3c** – right panel). These data confirm previously published observations in cancer cells showing an association of actively transcribed genes with hyperacetylation and high methylation within exons [25], [26], [27], [29]. Taken together, these analyses within the regulatory and transcriptional elements of the genes in the locus are consistent with an observed significantly higher overall transcriptional activity among High LG adult offspring.

### NR3C1 gene and identification of novel candidate genes regulated by maternal care

We previously reported that NR3C1 gene expression and H3K9 acetylation were increased and DNA methylation was decreased in the promoter of the exon 1_7_ splice variant among High LG offspring compared to Low LG offspring [6], [7]. Using our comprehensive coverage of the entire NR3C1 locus we were able to identify additional novel regions of differential transcription, DNA methylation and histone acetylation in response to maternal care. We observed a number of RDme and RDac co-localized within intronic regions and upstream of the promoter region within the *NR3C1* gene (**Fig. 4a**). The *NR3C1* gene is known to contain at least 11 untranslated 5′ exon 1 splice variants that encode a common protein via a splice acceptor site on the exon 2. In this way, tissue-specific expression of NR3C1 is regulated by alternative splicing [30]. Our gene expression data agrees with previous studies showing that the expression of the GR exon 1_7_ splice variant as well as that of exon 2 is increased in High LG offspring ([6], [7]; **Fig. 4b**). Furthermore, we also detected increased transcription among High LG offspring in each of the exon 1 splice variants known to be expressed in the hippocampus: GR1_5_, GR1_6_, GR1_7_, GR1_10_, and GR1_11_ ([30]; **Fig. 4b**). These results suggest that broad epigenetic differences within the NR3C1 gene as well as the coordinated expression pattern of NR3C1 splice variants may be involved in the response to maternal care.

**Figure 4:**
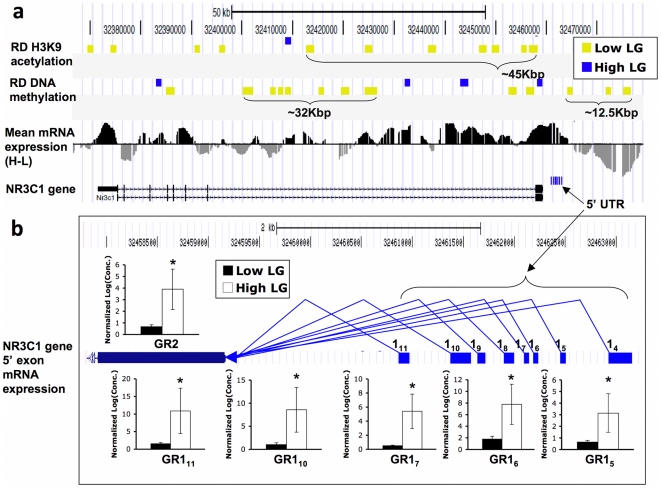
Epigenomic neighborhood of the glucocorticoid receptor gene. (**a**) Track of the glucocorticoid receptor gene, *NR3C1*, showing examples of large RDme/ac throughout the 5′ end and intron of the gene. Individual tracks, from the top to the bottom, show locations of hyperacetylated (blue) and hypoacetylated (yellow) RDac in High relative to Low LG adult offspring, RDme displayed in the same manner, mean gene expression, and the location of the *NR3C1* gene. (**b**) Schematic representation splice variant assembly of 5′ untranslated elements as well as the first coding exon (GR2) of the *NR3C1* gene, along with gene expression differences between High and Low LG adult offspring (* = *P*<0.05). Each real-time PCR reaction was performed in triplicate and results are displayed as mean +/− SEM.

In addition to the *NR3C1* gene, a number of other genes show a significant number of RDme and are induced in response to differences in maternal care. We observed a broad genomic region that shows a cluster-wide response in DNA methylation and expression and exhibits the highest number of RDme relative to other regions in the locus: the -α, -β, and -γ protocadherin (Pcdh) gene clusters (82 of 696 RDme; *P* = 0.006, permutation test). Among Low LG offspring, we observed a significant enrichment for hypermethylated RDme across the entire Pcdh gene cluster (45 of a total of 350 RDme hypermethylated in Low LG offspring were found within the Pcdh gene clusters; *P* = 0.01, permutation test).

Pcdh genes are predominantly expressed in neurons at synaptic junctions, and the assembly of these cell surface proteins is regulated by differential promoter activation and alternative pre-mRNA splicing [31]. Although the mechanisms underlying differential promoter activation are not well understood, promoter DNA methylation and histone acetylation play a role in Pcdh gene silencing [32], [33]. Consistent with this hypothesis, Pcdh gene expression induced in response to High LG maternal care is accompanied by higher in exonic H3K9 acetylation and DNA methylation (*P*<1×10^−300^ for both by Wilcoxon rank sum test) and lower proximal promoter DNA methylation in a majority (17 of 23, or 74%) of Pcdh genes showing a significant increase in expression among High LG compared to Low LG offspring (**Fig. 5**). High LG offspring show a significant increase in transcription in 20 Pcdh of 33 genes profiled within the Pcdh gene clusters (**Table S1**). Taken together, these results showing a transcriptional and epigenetic response to maternal care across the Pcdh gene family suggest that the epigenomic response to maternal care may act coordinately on a family of genes localized in the same broad genomic region.

**Figure 5:**
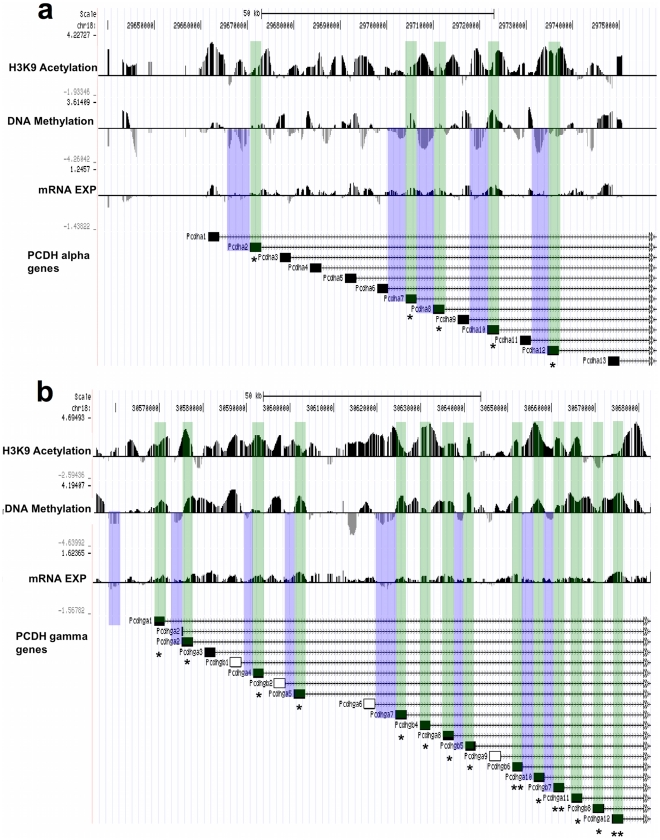
Epigenomic neighborhoods of the first exons in protocadherin gene clusters. Genes with hypomethylated 5′ gene ends (blue), hypermethylated and hyperacetylated exons (green) and significantly greater gene expression among High compared to Low LG adult offspring (H–L) are shown for (**a**) protocadherin-α, (**b**) protocadherin-γ gene clusters. Gene expression differences of genes surveyed by quantitative RT-PCR (filled boxes; ** = *P*<0.01, * = *P*<0.05) are shown relative to the location of other nearby Pcdh genes within each cluster (unfilled boxes).

## Discussion

The quality of maternal care in rodents has a widespread impact on phenotype that persists into adulthood, providing a model to study epigenetic mechanisms mediating the impact of the early life social environment on health later in life [6]. In this study, we asked whether our traditional approach examining the regulatory elements of candidate genes reflects the totality of the epigenetic response to naturally occurring environmental stimuli. By extending our analysis beyond the predicted boundaries of the *NR3C1* gene using high-density coverage of megabases of sequence, we investigated whether changes are limited to a small number of candidate genes, whether the changes are limited to 5′ regulatory regions and whether they are exclusive to regions encoding mRNAs.

We found non-random patterns of epigenetic and transcriptional alterations in a number of genes in association with differences in maternal care (**Fig. 2**). The specificity of this pattern is further underscored by the fact that both increased and decreased peaks of acetylation and DNA methylation are observed throughout the region. However, the response is gene-specific, as not all genes appear to respond to differences in maternal care (**Table S1**). Differences in broad epigenetic marks co-cluster over large distances (**Fig. 3a**), supporting previous work in cancer cells and suggesting the possibility of widespread epigenetic effects on multiple genes in the same genomic regions in response to maternal care. Analysis of our data with respect to protein-coding genes reveals expected relationships between epigenetic marks and gene expression levels. Increased transcription is associated with decreased 5′ DNA methylation and increased exonic H3K9 acetylation and DNA methylation (**Fig. 3b–c**). Previous studies have examined the relationships between differences in DNA methylation and histone acetylation and gene expression in on/off states of gene expression activity, as seen in cancer and cellular differentiation paradigms[23], [25], [26], [27], [29]. Our data suggest that the *modulation* of gene expression in response to environmental stimuli follows the same rules.

Our approach using high-density tiling microarrays also provided us with a “macroscopic” perspective of the epigenetic and transcriptional responses to maternal care. By zooming out of the specific suspected regions, we discovered differentially-methylated and acetylated regions that span large domains of sequence in the vicinity of the *NR3C1* gene (**Fig. 4a**). Among adult offspring of animals that had received relatively low levels of maternal care, we identified several hypermethylated RDme and hyperacetylated RDac upstream of the 5′ NR3C1 exon variants as well as in intronic regions, where transcription was also detected. These results suggest the possible involvement of non-coding RNAs and alternative splice variants in response to maternal care. Future studies are required to determine whether these broad regions that are differentially methylated in response to maternal care regulate NR3C1 expression.

Although when examined individually, different regions exhibit highly specific responses (**Fig. 4b**; **Fig. 5a–b**), large-scale patterns emerge when we use a “macro” view of the entire chromosomal region (**Fig. 2**). Both increased and decreased peaks of acetylation and DNA methylation are observed throughout the region. In addition, of the 29 transcripts showing statistically significant differences in transcription, all are significantly more expressed among High LG adult offspring (**Table S1**). These data indicate specificity in transcriptional changes at the single gene level as well as an overall common response at a “large-scale” level consisting of many neighboring genes. The fact that the observed response is a result of a naturally-occurring variation in maternal care rather than average “static” levels of histone acetylation and DNA methylation points to the possibility that a long-range coordinated regulation of genome function may play a role in the long-term programming of the genome.

One possible role for clustering of epigenetic responses across wide areas is the coordinate regulation of a large group of functionally related genes. We discovered that the expression of a large cluster of the Pcdh genes is coordinately regulated with respect to maternal care. Remarkably, the increase in gene expression in the High maternal care group spans genes within each of the Pcdh gene clusters (**Fig. 1c**; **Fig. 5a–b**). This family of genes correspondingly contains a significant overrepresentation of differentially methylated regions. It is interesting to speculate that the Pcdh gene family may have evolved though gene duplication as a class of functionally-related genes under coordinate epigenetic regulation. Indeed, coordinated silencing of the Pcdh family of genes was seen in cancer [34]. However, in cancer, processes related to cell-selection might be involved in a progressive spreading of DNA methylation [35], [36], [37].

We recognize that we do not yet know whether differences in Pcdh gene expression play a role in the effects of maternal care on brain function in offspring. Future studies are needed to examine the consequences of the epigenetic regulation of Pcdh gene expression for the regulation of Pcdh protein and downstream functional effects. Pcdh genes are preferentially expressed in neurons, including the hippocampus, and regulate synaptic development and function [38]. Pcdh-α gene expression during rodent neural development is highest in early postnatal life (until PD21), when it is involved in specifying the innervation of serotonergic neurons in the hippocampus [39]. Studies indicate enduring influences of differences in maternal care on hippocampal neuroplasticity, including effects on LTP [40], [41] and synaptic morphology [42], [43]. Indeed, a rich literature suggests widespread effects of the prenatal and postnatal environment on the developing brain (for reviews see [44], [45]). For example, whereas other maternal factors such as maternal stress during pregnancy induce long-term influences on behavior, including hippocampally-mediated fear conditioning and spatial learning, adoption studies show that postnatal maternal care can reverse these effects [11], [13], [46]. Both hippocampal synaptic density and LTP as well as contextual fear conditioning and spatial learning vary as a function of maternal care in the rat [10], [15]. It is interesting to speculate that differences in Pcdh gene regulation may be functionally relevant for hippocampal development.

The mechanisms responsible for this coordinated epigenomic response and its maintenance into adulthood are unknown. We observed a broad epigenomic response associated with an extensive difference in gene expression. These broad epigenomic and transcriptome changes occurred not in response to disease (e.g. cancer) [34] or artificial interventions (e.g., gene knock-out or exposure to toxins), but in the context of a natural variation in maternal behavior. Although the changes are broad, not all genes are affected. The specificity of the response and its pattern are consistent with the hypothesis that the epigenetic response is indeed a biological signal. Our data suggest that epigenetic variations in the context of early life environment variations and perhaps other environmental influences involve coordinate changes in gene-networks rather than dramatic changes in a single or few genes. Our data also suggest that this response may involve more than protein coding mRNAs. Our traditional approaches to examine relationships between epigenetic regulation, gene function and phenotype were developed to examine changes within genetic elements defined apriori (promoters, exons, 3′ gene ends) in single or few candidate genes. If, in addition, the response to an environmental stimulus such as maternal care involves more widespread or coordinated changes across multiple genomic regions, new experimental approaches are needed to examine the contribution of these changes to the ultimate phenotype. Our data suggest multiple levels of variations in DNA methylation and H3K9 acetylation, from site-specific gene-specific responses as previously reported [6], [17] to the regional responses shown in this study. Although future experiments are needed to address the relative role of “micro” and “macro” epigenetic responses, these data suggest that the broad epigenetic regulation of gene expression may form part of a coordinated response to early maternal care.

## Materials and Methods

### Ethics Statement

All procedures were performed according to guidelines developed by the Canadian Council on Animal Care and the protocol was approved by the McGill University Animal Care Committee, permit number 3284.

### Subjects and tissue preparation

Three to 4 animals per group were used in all microarray and quantitative immunoprecipitation experiments. An additional cohort of 8 animals per group was used for gene expression analysis. A maximum of 2 animals from any one litter were used, to control for possible effects attributable to variation between litters rather than variation as a function of High and Low LG. The animals were Long-Evans hooded rats born in our colony originally obtained from Charles River Canada (St. Constant, Québec). Maternal behavior was scored by using a version of the procedure described elsewhere[16]. Hippocampal tissue was dissected from 90-day-old (adult) male High and Low LG offspring and stored at −80°C. Genomic DNA extraction (DNeasy, Qiagen) and quantification (Nanodrop ND-1000 spectrophotometer, Thermo Scientific) as well as RNA extraction (RNeasy plus, Qiagen) and quality assessment (Bioanalyzer 2100, Agilent) were performed according to the manufacturer's protocol (see **Methods S1** for details).

### Chromatin/DNA immunoprecipitation and microarray hybridization

The procedure for methylated DNA immunoprecipitation was adapted from previously published work,[47], [48], [49] and H3K9 acetylation ChIP assays[50] were performed using the ChIP assay kit protocol (06-599, Upstate Biotechnology), as previously described[6]. The amplification (Whole Genome Amplification kit, Sigma) and labeling reaction (CGH labeling kit, Invitrogen), and all the steps of hybridization, washing and scanning were performed following the Agilent protocol for chip-on-chip analysis (see **Methods S1** for details). Three animals per group were used in the immunoprecipitation microarray experiments, and microarrays were hybridized in triplicate for each sample.

### cDNA microarray hybridization

RNA spike-in controls (Agilent) were added to RNA prior to generating cDNA. The cDNA was amplified and labeled with Cy3 or Cy5 (GE Healthcare) according to manufacturer's instructions (Fairplay III, Agilent; See **Methods S1** for details). Four animals per group were used for the gene expression microarrays, and a dye-swap experiment was performed for each subject in duplicate.

### Microarray design and analysis

Custom 44 K tiling arrays were designed using eArray (Agilent technologies). Probes of approximately 55 bp were selected to tile all unique regions within approximately 3.5 MB upstream and downstream of the *NR3C1* gene described in Ensembl (version 44) at 100 bp-spacing. Probe intensities were extracted from hybridization images using Agilent's Feature Extraction 9.5.3 Image Analysis Software and analyzed using the R software environment for statistical computing[51]. Log-ratios of the bound (Cy5) and input (Cy3) microarray channel intensities were computed for each microarray. Each microarray was normalized using quantile-normalization[52] assuming an identical overall distribution of measurement across all samples. Gene expression levels were estimated as the mean probe values across exons. DNA methylation and H3K9 acetylation levels at genomic locations were estimated using a Bayesian convolution algorithm to incorporate probe values from nearby probes[53]. Gene expression differences associated with maternal care were obtained using RMA[54] applied to sample probe values inside exons. RDme/ac were identified by computing a modified t-statistic for each probe and then significant levels of agreement across 1000 bp regions. Enrichment of RDac and RDme was determined by comparing base-pair overlap of these regions with overlap of randomly selected RDac/RDme (see **Methods S1** for details). All microarray data are MIAME compliant and the raw data have been deposited in Gene Expression Omnibus (GEO) at NCBI (www.ncbi.nlm.nih.gov/geo/), accession number pending.

### Quantitative real-time PCR of immunoprecipitated samples (qCHIP)

Gene-specific real-time PCR validation of microarray was performed in an identical manner for H3K9 acetylation and DNA methylation enrichment[21] for the same subjects used for microarray experiments (n = 3/group; see **Methods S1** for details). Relative enrichment of triplicate reactions were determined as a ratio of the crossing point threshold (Ct) of the amplified immunoprecipitated fraction (with either anti-histone H3K9 acetylation or anti 5-meC antibody) over the Ct of the amplified input genomic DNA fraction according to the formula: IP(Ct)/IN(Ct). The calculated immunoprecipitation enrichment was plotted and standard error bars were displayed.

### Sodium bisulfite mapping of DNA methylation

Sodium bisulfite mapping was performed as previously described[55]. After gene-specific PCR amplification (**Table S2**) of sodium bisulfite treated DNA for each subject, a mix of 10 ng of the gel-extracted PCR product from all of the subjects from each High and Low LG group (n = 3/group) were used for subsequent molecular cloning (Cequation 8800, Beckman-Coulter). We obtained 20 clones for sequencing from 2–3 independent PCR reactions for each subject.

### Genotyping

The genes verified for differences in DNA methylation by qCHIP analysis were further analyzed for genotyping using identical primers (**Table S2**). The resulting PCR products for each subject were sequenced bidirectionally using the forward and the reverse primer by Genome Quebec (ABI 3100, Applied Biosystems). Genetic variation was assessed throughout the PCR amplicon used for qCHIP analysis by alignment of genomic DNA with the published gene sequence (CLC Workbench, CLC bio).

### Quantitative real-time RT-PCR analysis

The expression patterns of 45 transcripts examined by microarray were quantified. For genes shown in **Figure 1c** (also see **Table S1**) primer design (**Table S2**) and analysis were performed by Genome Quebec (ABI lightcycler, ABI biosystems), whereby the expression of an additional 7 housekeeping genes (Actb, Gapdh, Gusb, Pum1, Rpl19, Rps18, Tubb5) was assessed for the same subjects used for microarray hybridization. The gene showing the least variance between High and Low LG adult offspring was selected as the reference gene for all subjects (GusB), and statistical significance, fold differences and standard errors of the mean were calculated according to published methods using the freely-available Relative Expression Software Tool program[56]. For the quantification of gene expression differences related to the *NR3C1* gene shown in **Figure 4b** and the Pcdh gene clusters shown in **Figure 5** (also see **Table S1**), a standard curve was generated from 7 serial dilutions of a mixture of cDNA from each High and Low LG offspring, and gene expression was quantified relative to the tubulin housekeeping gene (480 lightcycler, Roche) for an additional cohort of 8 High LG and 8 Low LG offspring, according to previously published methods (**Table S2**; [19], [57]). All reactions for all genes were performed in triplicate and statistical significance was determined as P<0.05 using one-tailed t-tests.

## Supporting Information

Methods S1 (0.08 MB PDF)

Table S1 Genes with higher expression in High LG offspring. Listed are the fold change for 44 transcripts selected for gene expression profiling (High LG/Low LG). Expression is significantly higher in the High LG offspring for 29 transcripts (** = P<0.01, * = P<0.05). Also shown are distances to the nearest RDme and RDac both before and after the transcription start site of each gene, and whether they are hyper-methylated/acetylated or hypo-methylated/acetylated in High relative to Low LG adult offspring.
(0.04 MB XLS)

Table S2 Sequence information for primers used for H3K9 acetylation, DNA methylation, and gene expression validation of microarrays.
(0.04 MB XLS)

Figure S1 Pearson correlation between DNA methylation levels estimated from microarray data and levels estimated from qChIP for each gene validated by quantitative real-time PCR (red circles).
(0.07 MB TIF)

Figure S2 DNA methylation validated by sodium bisulfite mapping showing expected enrichment of DNA methylation in Low (black bars) compared to High LG (white bars) animals for the majority of CpG sites examined. These data confirm the enrichment in Low LG relative to High LG offspring estimated from microarray and qChIP.
(0.10 MB TIF)

Figure S3 DNA methylation, H3K9 acetylation and gene expression levels. (a) Average levels of H3K9 acetylation and DNA methylation across all regions, and gene expression levels within protein coding exons only for all subjects are depicted across the 7Mb region centered at the NR3C1 gene (see Supporting Methods for calculation of levels). (b) Levels across gene-associated regions for all genes are depicted. (c) Levels are depicted across CpG islands (H3K9 acetylation levels are red, DNA methylation levels are blue, and gene expression levels are green). All data are mean values and line thickness denotes SEM.
(0.30 MB TIF)

Figure S4 An example of predicted nucleosome occupancy and actual H3K9 acetylation levels estimated from microarray data for Protocadherin-α genes. Predictions were obtained in silico solely from DNA sequence using a previously published tool [1].
(0.32 MB TIF)

How the deposited data were processed for this re-analysis (not part of the article)

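DNA methylation and H3K9 acetylation were measured in the hippocampus of adult High and Low LG offspring, with 3 animals per care group for each mark, different animals for the 2 marks, and 3 arrays per animal (36 arrays). The values deposited by the authors are log ratios of the bound (Cy5) over the input (Cy3) channel of a custom Agilent tiling array, quantile-normalized by the authors. The base of the logarithm, the background correction and the treatment of control features are not given in the sources used here. The paper's methods also name a Bayesian convolution over nearby probes and a modified t-statistic per probe. The convolution was not repeated, as the 45220 rows are numbered and carry no position or gene name. The table of rat genes that was at hand could not be joined to them.

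Each column was matched to its animal and array by its label, and every column had a sample. The arrays of each mark were quantile-normalized again, which moved values by at most 0.0127 for methylation and 4.33e-05 for acetylation. The 3 arrays of an animal were averaged. Features with at least 1 value in each of the 6 animals were tested by lmFit and eBayes in limma 3.58.1 (R 4.3.3), High LG minus Low LG, with Benjamini-Hochberg adjustment over all features of the mark. Only the number of arrays and animals could be used to judge precision, since signal over background was not analysed here. A test of 3 animals against 3 by exact permutation cannot give a p below 0.1.

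The tests, the alternatives and the rule for named features were fixed before the data were examined. With no positions or names, the rule took 2 features higher and 2 lower per mark. Of several ways to read it, the features with the largest differences were taken, among those at an unadjusted p under 0.05 whose groups did not overlap. The alternatives were median centring, the values as deposited, all arrays with the animal as a random block or as if independent, the array number as a further block, a plain t statistic, a p under 0.01, features with a value on every array, each animal left out, and animals 110A and 110B averaged. These 2 labels share a number. The paper's methods give 3 animals per group, so they were kept as 2 animals, and they were averaged only in that alternative because how they are related is not given in the sources used here. Leaving out the array of each animal least like its other 2, or animals 109 and 110A, and every correlation between arrays or marks, were added after the data were examined. So was the removal of features in groups of like profile. These were found by density clustering of the 44402 features on the means of all animals of both marks, without the care labels, with at least 5 features within a root mean square distance of 0.3 or 0.4 log ratio units, the largest cluster being kept as the bulk of the features. At 0.3 this gave 1773 features in 64 groups and at 0.4 it gave 895 in 33. The distance holds between neighbours, so members of a large group can lie further apart. With the values of each animal shuffled over features the numbers were 254 and 240, so part of the grouping can arise by chance, and repeats within the bulk are not found. Of 200 planted repeats, 100% and 95.0% were found. They were planted in the shuffled values, away from the centre of the profiles and with noise much smaller than the distance. A high share was thus nearly fixed in advance, and it does not give the share found in the real values. Shuffling also removes the likeness between animals, so 254 and 240 are not chance numbers for the real values.

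The test was tried on simulated data with the means and spreads of the real features. Features were drawn independently of each other, with the measured spread of each taken as the true one. These data lack any variation shared between features, so their counts do not give the full range by chance. Of 100 features changed by 2 log ratio units, 87% were found at an unadjusted p under 0.05 for methylation and 88% for acetylation, and 0% and 4% after adjustment. Of 100 changed by 4 units, 100% were found for both marks at the unadjusted threshold, and 58% and 71% after adjustment. With no feature changed, 2490 of 44402 and 2420 of 45220 had an unadjusted p under 0.05 and 0 passed after adjustment.

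The regional differences (RDme and RDac), the protocadherin and NR3C1 regions, the ends of genes, exons, CpG islands and the correlation of differences with distance need positions and were not analysed here. Gene expression and quantitative PCR were not analysed here either.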

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

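All tests of explanations in this part were chosen after the patterns had been seen, and the limits for array noise in animals 109 and 110A were changed more than once after the values had been seen. The 4 groups of 9 arrays were checked for 2 measures, the mean correlation with the group's other arrays and the number of empty cells. In these 8 checks, 4 arrays lay far from the rest of their group. Chance would pick an array in about 5% of checks on independent normal values. The arrays come as 3 per animal and are not independent, so that rate is not a fair measure here. Array 3 of Low LG animal 8 had a mean correlation of 0.0700 with the other Low LG methylation arrays. Array 1 of the same animal had 4166 empty cells. For acetylation, array 2 of High LG animal 110A had 14 empty cells and array 2 of Low LG animal 132 had 9. The medians of their groups were 3 and 0, and all these counts are small beside the 45220 features.

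In every animal profiled for DNA methylation, 1 array stood apart from its other 2. Arrays exchanged between these animals, if they reproduced as well as the closest pairs, would correlate at 0.782 or more with another animal. The highest correlation with another animal's array was 0.409, which argues against such an exchange. An exchange of arrays that reproduce poorly cannot be judged this way. For High LG animal 4 and Low LG animals 10 and 8, the array that stood apart correlated higher with another animal (0.282, 0.311 and 0.137). Its highest correlations with its own pair were 0.257, 0.265 and 0.0660. In the other animals its highest correlation was with its own pair. A few extreme values are also argued against, since the highest rank correlation of such an array with its pair was 0.513. More empty cells were present on the array that stood apart in only 2 of 6 animals. An array of an outside sample, or a separate immunoprecipitation or labelling, stays open, and no biological explanation was tested because the arrays of an animal share 1 sample.

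For H3K9 acetylation, animals 109 and 110A, of opposite care groups, stood apart from the other 4. Array noise alone is argued against for animal 110A, by a limit that rests on the smaller of 2 SDs. Its lowest correlation with an array of animal 109 was 0.319 (SD of these pairs 0.0264). Its highest with the other 4 animals was 0.269, and the SD of those pairs, 0.0834, is larger than this gap. Array noise alone is also argued against for the 2 arrays of animal 109 that correlated at 0.913. Noise independent between arrays would leave them at 0.392 or more with the other 4 animals, given a lowest correlation of 0.410 between those animals. Their highest was 0.326. For the remaining array of animal 109 noise stays open (lowest 0.358 with animal 110A, highest 0.355 with the other 4), as does anything shared by all arrays of an animal, such as its chromatin preparation or an outside sample. The mean correlation within care groups minus that between them was -0.0808, less than 1 SD of the splits (0.0967) from 0, which leaves the part of maternal care in the likeness of animals undecided.

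With 3 animals against 3 there are 10 splits, too few for a share under 0.05. For methylation the real split gave 3040 features at an unadjusted p under 0.05 and the highest other split 3716, with 2 of 10 splits at or above the real one. For acetylation the real split gave 816 and the highest other 6213, with 7 of 10 at or above it. That split sets animals 102, 110B and 132 against 109, 110A and 120. It was picked as the highest after the counts were seen. Every split with animals 109 and 110A in the same group gave 3235 to 6213 features. The splits that part these 2 animals, among them the real one, gave 609 to 2521. The low count of the real split thus cannot be read apart from where these 2 animals fall. This pattern was also seen after the counts, and what lies behind it was not tested. After adjustment all 10 splits gave 0 features for each mark.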

How the results depend on the processing

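The settings without features in groups of like profile, without animals 109 and 110A, or without the least alike array of each animal, and those for correlations were chosen after seeing the data. Median centring and the values as deposited moved neither the counts nor the direction splits, as the arrays of a mark already share 1 distribution, so they say nothing about stability. With all arrays taken as independent, 437 methylation and 1740 acetylation features passed after adjustment; every other setting gave 0. At the unadjusted threshold that setting gave 8340 and 8378 features, and a p under 0.01 gave 535 and 82. For acetylation the animal as a random block gave 1448, the array number as a replicate block with it 1323, and the plain t statistic 1260. Leaving out each animal gave 2340 to 3677 for methylation and 632 to 1387 for acetylation. The share of methylation features higher in High LG turned to 55.8% with the random block, 55.5% with the replicate block, 54.9% with independent arrays and 54.5% with the plain t statistic, and was 36.9% to 42.2% without each animal. For acetylation it was 49.9% with independent arrays, 50.0% with the plain t statistic, and 30.6% to 45.6% without each animal. The 8 named features were chosen with no overlap between the groups, so their sign cannot turn when an animal is left out and in most other settings, and says nothing about stability. Of their 137 values 5 passed an adjusted p under 0.05, with independent arrays. The 4 methylation features among them each lack a value on some arrays, so they have no result for features with a value on every array, and features 8643, 38890 and 36020 have no result without the least alike arrays. Without the groups of like profile the share for methylation was 47.0% or 46.8%. Leaving out the least alike array of each animal gave 2667 methylation features, 40.3% of them higher, and 860 acetylation features, 34.5% higher. Leaving out animals 109 and 110A gave 1030 acetylation features, 36.9% higher. A stricter threshold lowers the counts by definition, and the plain t statistic is weighed under the other observations. The causes of the other shifts were not tested. Fewer samples do not account for all of them, since leaving out an animal also raised counts. They rose from 3040 to as many as 3677 for methylation and from 816 to as many as 1387 for acetylation. The tests that need positions, and their alternatives, were not run. The number of animals limits what can be called.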

Differences from the paper's values

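The paper reports 1413 features with differential DNA methylation and its text states no threshold, while 3040 features had an unadjusted p under 0.05 here and 0 passed after adjustment. Of the alternatives set before the data were examined, none came within 1.5 times the paper's count: they gave 535 at a p under 0.01, 2340 to 3677 without each animal, 2675 for features with a value on every array, 3128 with the plain t statistic, 3391 and 3596 with the animal as a random block, with and without the array number, and 8340 with independent arrays. For H3K9 acetylation the paper reports 713 features, also without a threshold in its text, and 816 were found here at an unadjusted p under 0.05, with 0 after adjustment. The 2 acetylation counts are within 1.5 times of each other, as they are with median centring, the values as deposited, features with a value on every array, animals 110A and 110B averaged (747), and without animals 110B (676), 109 (632), 120 (803) or 132 (922). They are not without animals 102 (1251) or 110A (1387), nor with the random block (1448), the array number added (1323), the plain t statistic (1260), independent arrays (8378) or a p under 0.01 (82). The paper's methods also name a Bayesian convolution over nearby probes and a modified t-statistic, and the convolution was not repeated here. Whether the rows tested here hold control features is not known either, so neither count is set against a like measure. A like count does not show that the features are shared, and the paper's features were not compared here.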

Other observations

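The tests in this part were chosen after the data had been seen. Many features had like profiles over the animals of both marks: at a distance of 0.3 log ratio units, 1773 features formed 64 groups. The largest held 458, 355 and 213 features. Methylation differences ranged from -1.41 to -0.09 in the group of 458, so its members are not all alike. Shuffled values, which lose the likeness between animals, gave 254 grouped features. Of the grouped features, 90.5% had a lower methylation and 83.6% a lower acetylation log ratio in High LG offspring. Of their 577 methylation features at an unadjusted p under 0.05, 570 were lower in High LG offspring. Repeated spots of the same sequence, such as control features of the array, are a candidate explanation, which was not tested because the features carry no names. If so, the methylation count of 3040, which is 2532 without them, holds the same measurement many times.

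Under 50% of the features at an unadjusted p under 0.05 were higher in High LG offspring for either mark, although 54.0% of all methylation features and 52.8% of all acetylation features had a positive difference. For methylation, features with empty cells are argued against as the source, since the share was 38.3% among features with no empty cell. Most of the excess of lower calls lay in the groups of like profile: without them 1191 features were higher and 1341 lower, in place of 1157 and 1883, and the share was 47.0% in place of 38.1%. Whether they account for all of it is not decided. The groups were found on the same animal means, outside the bulk of the features. Leaving them out can thus trim large differences by itself. For acetylation they are argued against, since the share was 35.3% without them. The moderated test weights large differences, and among as many features with the largest differences 35.1% were higher for methylation and 25.0% for acetylation, while with the smallest p from a plain t statistic the shares were 54.5% and 50.7%; without the groups the largest differences gave 43.6% and 36.4%, and features at an unadjusted p under 0.05 from a plain t statistic 60.9% and 49.9%. A part of maternal care in the split stays open.

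Over 44402 features, the High LG minus Low LG differences of the 2 marks had a Pearson correlation of 0.0911 and a Spearman correlation of 0.0613, and among 100 pairs of splits, 1 split of the animals for each mark, 16 gave a correlation as far from 0, with the largest at 0.153, so chance is not excluded. Without the groups of like profile the Pearson correlation was 0.00290 at a distance of 0.3 and 0.0168 at 0.4, and 96 and 66 of the 100 pairs were as far from 0. These groups were found on the same animal means, so this does not show that the correlation rests on them. With the groups kept, it was 0.00872 to 0.134 without each animal in turn, the lowest without Low LG animal 120, 0.0123 without High LG animal 110B, 0.0573 and 0.0586 without Low LG animals 8 and 10, and the highest without Low LG animal 132. Features are not independent replicates, and the comparison in bins along the locus, set before the data were examined, needs positions. At an unadjusted p under 0.05 for both marks there were 83 features, where independent lists would share 55.2. Without the groups there were 65, where they would share 45.5. Of the 83, 41 were lower in High LG offspring for both marks, beside 22.6 for independent lists, and 8 higher for both, beside 7.09. The overlap was not computed for the other splits, so these counts do not measure chance. The mean levels of the 2 marks had a correlation of 0.0229.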
